A study of Homo sapiens with 44 samples.

How the data were processed

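The deposited files held 1 table per library for 44 eCLIP libraries, IP and size-matched input of 2 biological replicates in 11 experiments. Per the file headers, each table gave for every RNA or repeat family the counts of usable reads, which the authors had obtained by combining reads on repeat families with uniquely mapped reads and removing duplicates. A further column of each deposited file gave the fraction of usable reads on the family, which was checked to equal the count over the total of usable reads. Per the submitters' processing notes, UMI-tools, cutadapt, STAR and SAMtools were used with build hg19, with versions and roles not given in the sources used here. Totals over families and totals over their members were checked to sum to the usable reads of each library, which numbered from 8726840 to 21069526. Intervals and floors given from read counts cover counting error only.

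The tables held 5684 features. Of these 5186 carried several joined names, for reads that fit several families equally well, and took 0.932% of reads. The snoRNA and scaRNA features numbered 522, their joined-name features took 2.49% of snoRNA reads, and 33 transcript identifiers with no name in the sources took 2.09%. The files also counted reads on 33669 Ensembl genes. The reference supplied held no table from these identifiers to gene names, so gene-level lists, host genes, TERC and RMRP were not analysed here. A gene-level fit of the C/D against H/ACA contrast was run once and left out for that reason.

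Samples were grouped by protein, cell line and arm (IP or input) from the sample titles. In HepG2 titles and file labels disagree for 2 of the 4 libraries. The grouping by titles was used, with the grouping by file labels as an alternative, and HepG2 was fitted alone. File labels carry another library code series for FBL HepG2, DKC1 K562 and NOP10 K562 than for the other experiments; what it stands for is not given in the sources used here, and no batch term was fitted. The other 40 libraries, in 20 groups, shared a fit with 20 residual degrees of freedom, which assumes that all groups vary alike. Counts were tested with the edgeR quasi-likelihood F test (edgeR 4.0.16, R 4.3.3), two-sided, with total usable reads as library size and no composition factor, after filterByExpr by group. This left 1178 features, and 834 in HepG2. Benjamini-Hochberg adjusted p under 0.05 was called. Contrasts were IP against input in each experiment, the mean of the 4 C/D proteins minus the mean of the 4 H/ACA proteins in K562, the difference between cell lines for FBL and for DKC1, SNU13 minus the mean of the other 3 C/D proteins, and GAR1 minus the mean of the other 3 H/ACA proteins. The tests, their alternatives and the rule for named features were fixed before the data were examined.

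Lists of features were C/D box snoRNAs, H/ACA box snoRNAs, H/ACA, C/D and mixed scaRNAs, orphan imprinted C/D snoRNAs, pre-rRNA cleavage snoRNAs, spliceosomal snRNAs, rRNAs, tRNAs, other small noncoding RNAs, mRNA and lncRNA region classes, mitochondrial RNA, Alu, L1 and satellites, by feature name. Calls within a list are given over all features and with the p values adjusted over the list alone. Lists were also tested against other features with camera (limma 3.58.1) on log CPM values with a prior count of 2 and a preset correlation of 0.01, and again with an estimated correlation. The share of reads on each snoRNA class was compared with 4 against 4 proteins as units in an exact two-sided permutation test over 70 regroupings, each protein being the mean over the 2 replicate numbers of the log2 ratio of IP to input share. The C/D to H/ACA ratio test was added after the data were seen.

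Named features are single-name features with a mean of at least 10 RPM in IP or input. For the C/D against H/ACA contrast they are those called with every protein of a class above every protein of the other, the 8 largest in each direction and the 4 largest outside snoRNAs and scaRNAs. For each IP they are those called with both IPs on the same side of both inputs: the 4 largest increases, the 2 largest increases outside snoRNAs and scaRNAs and the 2 largest decreases. For the other contrasts they are the 4 largest called in each direction. U3, U8, U13, the SNORD14 copies, SNORD22, SNORA73, the spliceosomal snRNAs, 7SK, 7SL, the rRNAs and the coding, 3' untranslated and intron classes were always examined, and TERC and RMRP were not analysed here. Not all features under the rule are printed.

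Alternatives were TMM factors, library totals without rRNA, DESeq2 (1.42.0) with its size factors, no filter, the replicate number as a block, each library left out in turn, only the libraries of the contrast, and proteins as the unit with limma and a prior of 1 RPM. Added after the data were seen were tests on single-name features, on features of at least 10 RPM, the share without U3, and fits without DKC1 and without DKC1 and NOP10 in K562. The method was tested on simulated data: counts were drawn from negative binomial distributions around the mean input shares with the dispersions of the fit, and 200 features were changed 2-fold or 4-fold, up or down, in the IPs of the contrast. Recovery of 2-fold and 4-fold changes was 7.78% and 69.5% for an IP against its input, 57% and 85.3% for the C/D against H/ACA contrast, 2.08% and 25.3% and 5.26% and 24.2% for the cell lines of FBL and DKC1, and 5.32% and 40.6% for SNU13, with 0 to 3.95% of calls false. Genes of HEK293T or K562 were those with at least 30 exonic RPM in each input of a line and at most 1/20 of it in the inputs of the other. The inputs of the other line left out those of DKC1 in K562. HepG2 genes were chosen on a HepG2 input against inputs of the other lines, with INPUT 2 by title as the reference for their level. Figures and shares used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.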

Results

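The series measured which RNAs are bound by the core proteins of small nucleolar ribonucleoproteins (snoRNPs) with eCLIP, in which RNA is crosslinked to protein by ultraviolet light (254 nm, 400 mJ/cm2), the protein is immunoprecipitated (IP), and the RNA is sequenced beside a size-matched input. C/D box snoRNAs guide ribose methylation, and their core proteins are FBL (fibrillarin, the methyltransferase), NOP56, NOP58 and SNU13. H/ACA box snoRNAs guide pseudouridylation, and their core proteins are DKC1 (dyskerin, the pseudouridine synthase), GAR1, NHP2 and NOP10. The 44 human libraries form 11 experiments, each with 2 IP and 2 input libraries from biological replicates. All 8 proteins were assayed in K562, a myelogenous leukaemia line, FBL also in HEK293T, an embryonic kidney line, and in HepG2, a hepatoma line, and DKC1 also in HEK293T. Usable reads per library ranged from 8726840 to 21069526. The features are RNA and repeat families counted on build hg19, and the files give no coordinates for them.

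Ribosomal RNA took the largest share of reads. It held 82.6% of usable reads in the FBL IP and 63.4% in the FBL input of K562 (mean, n = 2 each), and 60.6% in the GAR1 IP against 79.4% in its input. C/D box snoRNAs held 7.14% ± 0.364 of reads (SD, n = 2) in the K562 FBL IP and 1.09% ± 0.584 in its input, and 6.42% ± 0.59 in the NOP56, 1.86% ± 0.113 in the NOP58 and 1.53% ± 0.337 in the SNU13 IP of K562. H/ACA box snoRNAs held 15.4% ± 0.454 in the GAR1 IP against 0.481% in its input, 9.36% ± 4.93, 8.52% ± 0.186 and 6.06% ± 0.836 in the NHP2, DKC1 and NOP10 IPs of K562, and 12.5% ± 2.22 in the HEK293T DKC1 IP against 0.355%. U3 (SNORD3), which acts in cleavage of the ribosomal RNA precursor, took 44.7% of C/D reads in the C/D protein IPs, 21.9% in the H/ACA protein IPs and 59% in inputs, averaged over libraries. SNORA73, an H/ACA snoRNA of 18S rRNA processing, took 18.9%, 24.9% and 38.6% of the H/ACA reads in the same libraries.

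Each IP was compared with its input to find the RNAs recovered with each protein. Changes below are log2 ratios of IP to input, scaled by total usable reads and given with their standard error, from 2 IP and 2 input libraries per experiment (edgeR quasi-likelihood, Benjamini-Hochberg). The RNAs with the largest changes, the first named for each IP and the 2 named as lowest, had both IP libraries on the same side of both inputs. They were taken among RNAs with a mean of at least 10 RPM (reads per 1e+06 usable reads) in IP or input. The median change of all features in the 10 experiments of K562 and HEK293T lay between -2.89 and -0.0445 with total reads, between -2.65 and -0.384 with TMM factors, between -2.04 and -0.554 with totals without rRNA, and between -1.05 and -0.252 with DESeq2 size factors. A fall on the total-read scale is therefore read beside these medians. The 4 tested small Cajal body RNAs (scaRNAs) of the C/D type and the 5 mixed scaRNAs, which guide modification of spliceosomal RNAs, rose in every one of the 10 IPs under each of these scalings (all 4 and all 5 also adjusted over the list alone). For the C/D type the medians ran from 2.52 with SNU13 to 5.06 with GAR1.

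In HEK293T the FBL IP gained C/D box snoRNAs. SNORD85 rose by 6.62 ± 0.68 and SNORD91A rose by 6.54 ± 0.74 (adjusted p = 3.61e-09 and 1.17e-08). U8 (SNORD118), needed for maturation of the large-subunit rRNAs, rose by 5.58 ± 0.69, and U3 rose by 3.69 ± 0.40. RNU1, the U1 RNA of the spliceosome, fell by 4.64 ± 0.40, and RN7SL, the RNA of the signal recognition particle, fell by 3.84 ± 0.34. Of the 137 C/D box snoRNAs tested, 133 rose and 0 fell (133 and 0 adjusted over the list alone), with a median of 4.52. Of the 95 H/ACA box snoRNAs, 9 rose and 11 fell (7 and 8 adjusted over the list alone), while with DESeq2 size factors 70 rose and 0 fell, with TMM factors 28 and 3, with totals without rRNA 53 and 0, and with the replicate block 18 and 15. With total reads and without INPUT replicate 1 these were 8 and 7, and without IP replicate 2 they were 10 and 7. Both Alu features, counting sense and antisense reads, fell (2 adjusted over the list alone), as did both L1 features (2 adjusted over the list alone). In all, 920 of the 1178 tested features changed, 206 higher and 714 lower, 292 and 478 with library totals without rRNA and 316 and 288 with DESeq2 size factors.

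In K562 the FBL IP was again rich in C/D box snoRNAs. SNORD85 rose by 5.55 ± 0.64, SNORD90 by 4.96 ± 0.65 and SNORD72 by 4.89 ± 0.74, and the guide RNA snoU2-30, named for the U2 spliceosomal RNA, rose by 3.90 ± 0.62. RNU1 fell by 5.13 ± 0.41 (adjusted p = 6.67e-12) and RN7SL fell by 4.55 ± 0.35. The C/D box class rose in 130 of 137 cases and fell in 0 (130 and 0 adjusted over the list alone), with a median of 2.79. The H/ACA box class gave 11 higher and 24 lower of 95 (10 and 21 adjusted over the list alone), a balance that was 63 higher and 0 lower with DESeq2 size factors, 20 and 12 with TMM factors, 36 and 5 with totals without rRNA, and 3 and 11 with only the libraries of this experiment. With total reads it gave 4 and 29 without IP replicate 1, 15 and 13 without IP replicate 2, 20 and 7 without INPUT replicate 1 and 4 and 37 without INPUT replicate 2. Of the 9 spliceosomal snRNAs, 0 rose and 7 fell (0 and 7 adjusted over the list alone), against 2 and 5 with DESeq2 size factors. Among the 1178 tested features 920 changed, 197 higher and 723 lower, 253 and 515 with library totals without rRNA and 300 and 198 with DESeq2 size factors.

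NOP56, the FBL partner in the C/D snoRNP, gave the same classes. SNORD85 rose by 5.92 ± 0.66, SNORD72 by 5.72 ± 0.78 and SNORD98 by 5.51 ± 0.62. UHG, a spliced host transcript whose introns carry snoRNAs, rose by 3.19 ± 0.50, and snoU2-30 rose by 4.75 ± 0.66. RNU1 fell by 5.35 ± 0.41 (adjusted p = 2.62e-12) and RN7SL fell by 4.54 ± 0.35. The test placed 134 of 137 C/D box snoRNAs higher and 0 lower (134 and 0 adjusted over the list alone), with a median of 3.19. The 95 H/ACA box snoRNAs counted 5 higher and 31 lower (3 and 26 adjusted over the list alone), and 51 higher with 1 lower with DESeq2 size factors, 8 and 24 with TMM factors, 35 and 5 with totals without rRNA and 8 and 40 with the replicate block. Fits without IP replicate 1 or 2 gave 2 and 28 or 5 and 20, and those without INPUT replicate 1 or 2 gave 5 and 19 or 2 and 32. Of the 10 pre-rRNA cleavage snoRNAs (U3, U8, U13, the U14 copies, U22 and SNORA73), 9 rose and 1, SNORA73, fell (9 and 1 adjusted over the list alone), the latter not with DESeq2 size factors. Across features, 986 of the 1178 tested features changed, 201 higher and 785 lower, 270 and 477 with library totals without rRNA and 292 and 192 with DESeq2 size factors.

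NOP58 pairs with NOP56 on C/D box snoRNAs. In its IP SNORD91A rose by 5.30 ± 0.71, SNORD35B by 5.04 ± 0.74 and SNORD36C by 4.85 ± 0.69 (adjusted p = 2.93e-07, 7.6e-07 and 5.35e-07). UHG rose by 3.05 ± 0.50 and snoU2-30 by 4.04 ± 0.66, while RN7SL fell by 4.78 ± 0.35 and RNU1 by 4.25 ± 0.39. With NOP58 the C/D box class counted 129 higher and 0 lower of 137 (129 and 0 adjusted over the list alone), with a median of 3.65. This IP had 38 H/ACA box snoRNAs higher and 1 lower of 95 (34 and 1 adjusted over the list alone), and between 59 and 71 higher under the other scalings, so no scaling turned this class lower here. It had 20 higher without IP replicate 1 and 13 without INPUT replicate 2, and the number lower was 6 with the replicate block and 5 with only the libraries of this experiment. Of the 1178 tested features 921 changed, 219 higher and 702 lower, 273 and 526 with TMM factors and 308 and 376 with library totals without rRNA and 308 and 372 with DESeq2 size factors.

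SNU13 binds kink-turn motifs of C/D box snoRNAs and of the U4 and U4atac spliceosomal RNAs. In its IP SNORD35B rose by 5.15 ± 0.77 and SNORD15A by 5.14 ± 0.68. RNU7, the U7 RNA of histone mRNA processing, rose by 4.83 ± 0.52 (adjusted p = 1.24e-08), and RNU4ATAC rose by 2.47 ± 0.58. RNU1 fell by 4.54 ± 0.39 and RN7SL fell by 3.71 ± 0.33. In this IP C/D box snoRNAs were higher in 131 of 137 cases and lower in 0 (132 and 0 adjusted over the list alone), with a median of 3.41. The H/ACA box class split into 12 higher and 8 lower of 95 (6 and 3 adjusted over the list alone), with 52 higher and 0 lower with DESeq2 size factors, 42 and 0 with TMM factors, 42 and 1 with totals without rRNA and 16 and 13 with the replicate block. This balance was 18 and 2 without IP replicate 1, 4 and 12 without IP replicate 2, 5 and 9 without INPUT replicate 1 and 8 and 2 without INPUT replicate 2. Over all features 747 changed, 198 higher and 549 lower, with 268 and 242 with TMM factors, 268 and 344 with library totals without rRNA and 292 and 196 with DESeq2 size factors.

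The IPs of H/ACA proteins gained both snoRNA classes. With DKC1 in HEK293T, SNORA28 rose by 7.49 ± 0.59, SNORA41 by 7.35 ± 0.60 and SNORA74A by 7.17 ± 0.56 (adjusted p = 4.94e-12 for SNORA28). SNORA73 rose by 4.33 ± 0.43, U8 by 5.45 ± 0.69 and RNU2, the U2 spliceosomal RNA that scaRNAs modify, by 2.59 ± 0.50, while RN7SL fell by 3.40 ± 0.33 and reads antisense to Y RNA by 3.26 ± 0.44. All 95 H/ACA box snoRNAs rose (95 and 0 adjusted over the list alone), with a median of 5.43, and all 13 H/ACA scaRNAs (13 and 0 adjusted over the list alone). Of the 137 C/D box snoRNAs 133 rose and 0 fell too (133 and 0 adjusted over the list alone), with a median of 4.12. SNORD77 had 0 reads in both inputs and 6.27 RPM in the IP, which was at least 30.4-fold above a floor of 3 counts per library. In this IP 1068 of the 1178 tested features changed, 345 higher and 723 lower, 375 and 510 with DESeq2 size factors.

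With DKC1 in K562, SNORA11B rose by 4.63 ± 0.61, SNORA12 by 4.51 ± 0.58, SNORA74A by 4.43 ± 0.49 and SCARNA12 by 4.37 ± 0.49 (adjusted p = 6.76e-08 for SNORA74A). RNU7 rose by 3.90 ± 0.49, and reads antisense to telomeric repeats fell by 3.35 ± 0.67. Of the 95 H/ACA box snoRNAs 91 rose and 0 fell (91 and 0 adjusted over the list alone), with a median of 3.13, and of the 137 C/D box snoRNAs 127 and 0 (127 and 0 adjusted over the list alone), with a median of 2.62. These 4 libraries stood apart from the other K562 libraries: 432 genes read in HEK293T inputs and not in the 14 other K562 inputs had a median level of 30.7% ± 1.13 (SD, n = 2) of the HEK293T inputs in the DKC1 K562 inputs and 35.2% ± 2.69 in the IPs, against 0 to 0.764% in the 28 other K562 libraries. The choice of genes fixed the low level in those 14 inputs, but not in the other K562 IPs, which each had a median of 0. Here 922 of the 1178 tested features changed, 310 higher and 612 lower, 360 and 289 with DESeq2 size factors.

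GAR1, the next H/ACA core protein, takes part in substrate turnover. SNORA12 rose by 7.68 ± 0.67 and SNORA74A by 7.59 ± 0.57 (adjusted p = 2.27e-12 for SNORA74A), SNORA73 rose by 4.49 ± 0.44, and among C/D box snoRNAs SNORD85 rose by 7.55 ± 0.73. RNA5S, the 5S rRNA, fell by 4.17 ± 0.38, and reads antisense to mitochondrial tRNA by 3.77 ± 0.77. The H/ACA box class had 90 of 95 higher and 0 lower (92 and 0 adjusted over the list alone), with a median of 5.13; the C/D box class had 123 of 137 higher and 0 lower (126 and 0 adjusted over the list alone), with a median of 4.29. All 10 pre-rRNA cleavage snoRNAs rose (10 and 0 adjusted over the list alone). In total 428 features changed, 304 higher and 124 lower, a balance that turned with the scaling to 297 and 221 with TMM factors, 284 and 528 with library totals without rRNA and 290 and 390 with DESeq2 size factors. With total reads the number lower was 50 without IP replicate 1, 55 without INPUT replicate 1 and 77 without the filter.

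In the NHP2 IP SNORA74A rose by 6.52 ± 0.54, SNORA52 by 5.92 ± 0.53 and SNORA74 by 5.83 ± 0.51 (adjusted p = 2.38e-11, 1.05e-10 and 6.81e-11). Reads on annotated microRNAs rose by 4.03 ± 0.51, RNU1 fell by 4.34 ± 0.39 and reads antisense to mitochondrial tRNA by 5.08 ± 0.80. With NHP2 H/ACA box snoRNAs rose in 94 of 95 cases and fell in 0 (94 and 0 adjusted over the list alone), with a median of 4.40, and C/D box snoRNAs rose in 129 of 137 and fell in 0 (129 and 0 adjusted over the list alone), with a median of 3.84. The share of reads on H/ACA box snoRNAs was 9.36% ± 4.93 (SD, n = 2) in this IP. With NHP2 956 of the 1178 tested features changed, 315 higher and 641 lower, 353 and 303 with DESeq2 size factors.

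NOP10 contacts DKC1 in the H/ACA snoRNP, yet among RNAs of at least 10 RPM the largest gains of its IP were C/D box snoRNAs. SNORD14, a U14 feature, rose by 6.39 ± 0.57, SNORD85 by 6.36 ± 0.67, SNORD91A by 5.72 ± 0.71 and SNORD90 by 5.70 ± 0.70 (adjusted p = 1.81e-10 for SNORD14). RNU7 rose by 3.44 ± 0.48, SNORA73 by 1.88 ± 0.39, RNU1 fell by 5.32 ± 0.41 and Helitron repeats by 5.06 ± 0.47. With NOP10 the H/ACA class counted 91 higher and 0 lower of 95 (91 and 0 adjusted over the list alone), with a median of 2.90. Its C/D box class counted 124 higher and 2 lower of 137 (125 and 2 adjusted over the list alone), with a median of 3.21, and 0 were lower under the other scalings. The number lower was 1 without either IP replicate or without INPUT replicate 1. With NOP10 1019 of the 1178 tested features changed, 325 higher and 694 lower, 384 and 383 with DESeq2 size factors.

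**Figure D1:**
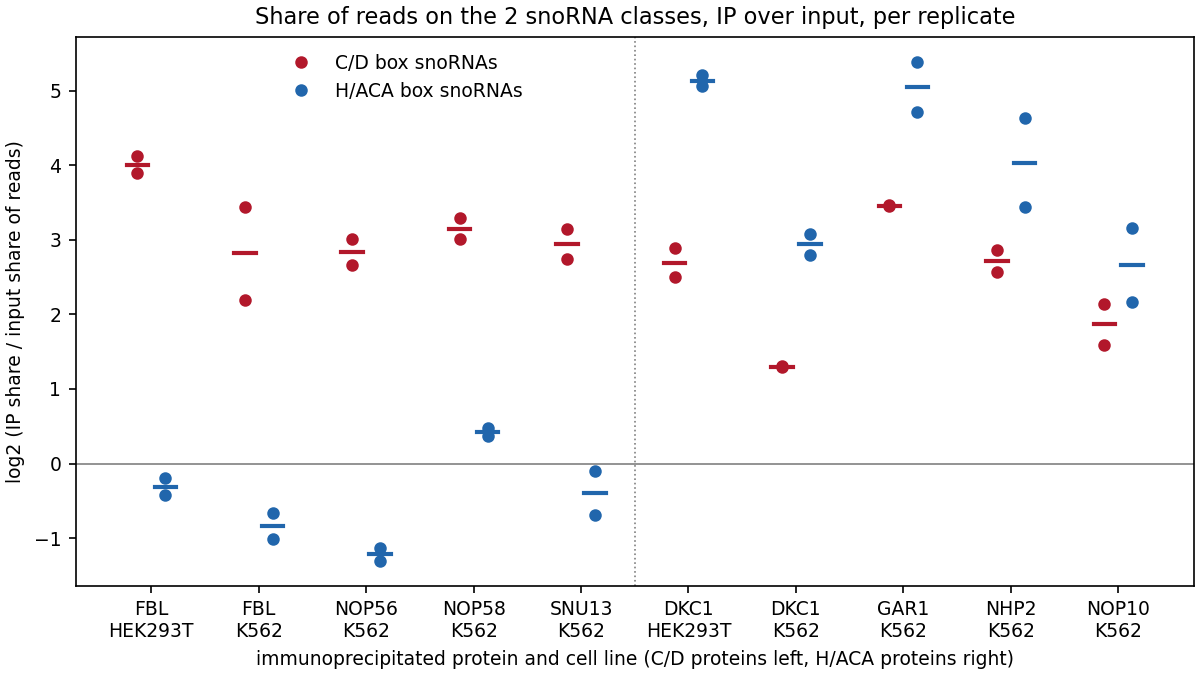
Log2 ratio of the IP to the input share of usable reads on C/D box (red) and H/ACA box (blue) snoRNAs for each protein and cell line; points are the 2 replicates and bars their mean. In K562 the mean H/ACA share ratio of a protein lies between -1.22 and 0.42 for the C/D proteins and between 2.67 and 5.05 for the H/ACA proteins, and the mean C/D share ratio between 2.82 and 3.15 and between 1.30 and 3.46.

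Setting the 4 C/D proteins against the 4 H/ACA proteins in K562 asked which RNAs follow which class of snoRNP. H/ACA box RNAs parted the classes. The log2 IP/input of the C/D proteins minus that of the H/ACA proteins was -6.07 ± 0.34 (SE) for SCARNA16, -5.89 ± 0.35 for SCARNA1, -5.73 ± 0.38 for SNORA53, -5.50 ± 0.38 for SNORA23 and -5.08 ± 0.36 for SNORA81 (adjusted p = 4.44e-16, 1.11e-15, 1.16e-14, 3.19e-14 and 4.78e-14), each with all 4 C/D proteins under all 4 H/ACA proteins. SNORA74, SNORA36A and SCARNA14 differed by -5.07, -5.03 and -5.03, and SNORA73 by -4.64 ± 0.28. Of the 95 H/ACA box snoRNAs 91 were lower with the C/D proteins and 0 higher (91 and 0 adjusted over the list alone; median -4.01). All 13 H/ACA scaRNAs (13 adjusted over the list alone; median -4.72) and all 5 mixed scaRNAs (5 adjusted over the list alone; median -2.37) were lower.

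C/D box snoRNAs gained reads with both classes of protein, and their difference between the classes varied with the scaling. U3 was higher with the C/D proteins by 1.74 ± 0.25 (adjusted p = 6.02e-07), with all 4 C/D proteins over all 4 H/ACA proteins. U8 was not called, with 0.81 ± 0.40 (adjusted p = 0.235), but was called higher without NHP2 INPUT replicate 2 (1.03, adjusted p = 0.0215) or IP replicate 1 (1.12, adjusted p = 0.0404), with library totals without rRNA (1.81, adjusted p = 0.000271), with DESeq2 size factors (1.42, adjusted p = 0.00341) and with the replicate block (0.71, adjusted p = 0.00446). U13 (SNORD13), called with library totals without rRNA (1.03, adjusted p = 0.022), differed by 0.02 ± 0.39 (adjusted p = 1). SNORD14A, a U14 copy, differed by -1.19 ± 0.37 (adjusted p = 0.0197), which was no longer called without NHP2 IP replicate 1 (-0.94, adjusted p = 0.077) and under the 3 other scalings. Of the 137 C/D box snoRNAs 3 were higher and 9 lower (3 and 7 adjusted over the list alone), and with library totals without rRNA 73 were higher and 1 lower, so their direction depended on the scaling. They were 33 and 4 with DESeq2 size factors, 7 and 6 with TMM factors, 9 and 18 with the replicate block, and 2 and 22 without DKC1 and NOP10. The number higher was 6 without FBL INPUT replicate 1 and 7 without NHP2 IP replicate 1 or INPUT replicate 2. The scale-free C/D part of all snoRNA reads was 87.5% ± 6.84 (SD, n = 8, range 76.6 to 94.7%) in C/D protein IPs, 22% ± 11 (n = 8, 8.89 to 35.6%) in H/ACA protein IPs and 41.1% ± 12 (n = 16, 15.2 to 63.1%) in inputs. Its log2 C/D to H/ACA ratio, IP over input, was 3.44 ± 0.561 (SD) for the 4 C/D proteins and -1.34 ± 0.386 for the 4 H/ACA proteins (difference 4.78, exact two-sided permutation p = 0.0286, the smallest of 70 regroupings), a test chosen after these data were seen.

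Other RNAs also had lower values with the C/D proteins. The difference was -1.79 ± 0.34 for RNU2 (adjusted p = 5.14e-05) and -1.40 ± 0.24 for RNU1 (adjusted p = 1.39e-05), the latter passing with neither library totals without rRNA (-0.43, adjusted p = 0.0967) nor proteins as the unit (-1.36, adjusted p = 0.593). RNU1 fell in all 8 K562 IPs, by 4.25 to 5.35 with the C/D proteins and by 5.32, 4.34, 2.41 and 1.59 with NOP10, NHP2, GAR1 and DKC1, the last not called with DESeq2 size factors (-0.40, adjusted p = 0.298). RNU2 was not called in the H/ACA protein IPs (-0.10 to 0.97), though with DESeq2 size factors it was for DKC1 (1.59), NHP2 (1.65) and NOP10 (1.99), without NHP2 INPUT replicate 1 for NHP2 (1.39, adjusted p = 0.0223) and with the replicate block for GAR1 (0.97, adjusted p = 0.00148). Reads on annotated microRNAs differed by -2.61 ± 0.32 and those beside them by -2.17 ± 0.23. The unnamed features ENST00000582965.1 and ENST00000581621.1 differed by -4.46 and -3.15. Of 9 spliceosomal snRNAs 6 were lower and 0 higher (8 and 0 adjusted over the list alone), against 2 and 1 with library totals without rRNA. Of 6 other small noncoding RNAs 3 were lower (5 adjusted over the list alone), of 4 C/D scaRNAs 1, SCARNA2 (1 adjusted over the list alone), and of 10 pre-rRNA cleavage snoRNAs 5, with 1 higher, U3 (5 and 1 adjusted over the list alone). The 5 lower did not hold with library totals without rRNA, where 1 of all C/D box snoRNAs was lower and U8 and U13 were called higher. SNORD14C, 1 of the 5, lost its call in most of the 32 fits without 1 library (-1.04 to -0.79 in those). Among 5 rRNAs 1 was higher (2 adjusted over the list alone), and of 4 mitochondrial features 1 (3 adjusted over the list alone). RNA28S, the rRNA called, was higher by 0.37 ± 0.13 and lost its call in 27 of the 32 fits without 1 library, where it ranged from 0.29 to 0.45. Alu had 1 of 2 features lower (1 adjusted over the list alone), a direction that turned with library totals without rRNA, and L1 0 of 2 (1 lower adjusted over the list alone). Of 9 mRNA and noncoding RNA region classes 1 was lower (1 adjusted over the list alone), but 7 were higher with library totals without rRNA. Over all features edgeR called 0 of 4 imprinted orphan C/D snoRNAs, 0 of 6 satellites and not tRNA, and DESeq2 called 0, 2 higher and not tRNA. Adjusted over the list alone tRNA was lower (-0.74), a direction that turned with library totals without rRNA (0.16).

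In all 182 features differed between the classes, 13 higher and 169 lower with the C/D proteins, 426 higher and 136 lower with library totals without rRNA, 402 (245 higher and 157 lower) with DESeq2 size factors. With proteins as the unit 126 differed, 2 higher and 124 lower, among them 85 H/ACA box snoRNAs lower and C/D box snoRNAs at 2 higher and 4 lower. The number higher was 22 with TMM factors and 22 with the replicate block. Leaving out DKC1, whose K562 libraries held reads at 30.7% of the HEK293T level on genes not read in other K562 inputs, gave 176, with 91 of the H/ACA box snoRNAs lower, and leaving out NOP10 as well gave 261. Camera, which sets a list against all other features, placed the H/ACA box snoRNAs lower (adjusted p = 3.94e-100, and adjusted p = 0.00527 with an estimated correlation), the H/ACA scaRNAs lower (1.83e-18, and adjusted p = 0.0403 with an estimated correlation) and the mixed scaRNAs lower (0.000379, but adjusted p = 0.182 with an estimated correlation). It placed the C/D box snoRNAs higher than other features (8.69e-06, but adjusted p = 0.556 with an estimated correlation), although their median was -0.00234 against -0.245 for all features. It also placed the rRNAs higher (0.0236, but adjusted p = 0.0595 with an estimated correlation, and 0.0508 without GAR1 INPUT replicate 2) and mitochondrial RNA higher (0.00178, but adjusted p = 0.0595 with an estimated correlation). The other lists tested had adjusted p between 0.107 and 0.816.

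**Figure D2:**
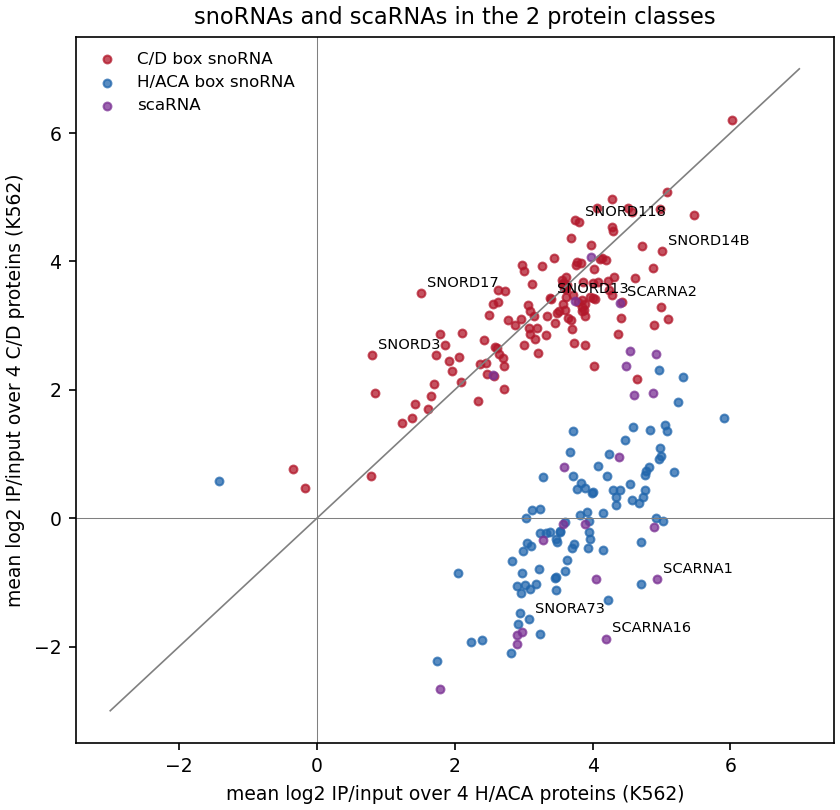
Mean log2 IP/input of each snoRNA and scaRNA over the 4 H/ACA proteins (horizontal axis) and over the 4 C/D proteins (vertical axis) in K562, from total-read scaling; the diagonal marks equal values. The median of the H/ACA box snoRNAs lies under the diagonal (median difference -4.01), as it did under each scaling tried, while SNORA47 lies above it. The C/D box snoRNAs lie about it (median difference -0.00234, which was above 0, 0.93, with library totals without rRNA).

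The share of reads on each class was also compared with proteins as the unit. The log2 IP/input share on H/ACA box snoRNAs was -0.51 ± 0.703 (SD) for the 4 C/D proteins and 3.67 ± 1.09 for the 4 H/ACA proteins, a difference of -4.18 (exact two-sided permutation p = 0.0286, the smallest that 70 regroupings allow). For C/D box snoRNAs it was 2.94 ± 0.151 (2.82 to 3.15) and 2.33 ± 0.949 (1.30 to 3.46), a difference of 0.60 (exact two-sided permutation p = 0.314). This second difference was 1.56 as a share of reads without rRNA (exact p = 0.0286), 0.98 without GAR1 (exact p = 0.0286), 0.26 without DKC1, and -0.06 without U3 (exact p = 0.971), which turned its direction.

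FBL was set side by side in K562 and HEK293T to ask whether its RNA partners differ between the lines. With 2 IP and 2 input libraries per line, the feature called was SNORD65, a C/D box snoRNA, with a log2 gain in K562 minus that in HEK293T of -3.96 ± 0.69 (SE; adjusted p = 0.00188). It stood at 32.09 ± 14.3 RPM (SD, n = 2) in the K562 IP and 22.4 ± 13.43 in its input, against 36.44 ± 11.69 and 1.63 ± 0.376 in HEK293T. The C/D box snoRNAs had a median difference of -1.75, with 1 of 137 lower over all features and 55 adjusted over the list alone. As a class they held 7.14% ± 0.364 of reads (SD, n = 2) in the K562 IP and 5.63% ± 1.75 in the HEK293T IP. In the inputs they held 1.09% ± 0.584 and 0.346% ± 0.0694. The smaller gain in K562 thus came with a higher input share, not with a lower IP share. The 95 H/ACA box snoRNAs gave 0 calls over all features and 0 adjusted over the list alone, and the 13 H/ACA scaRNAs 0 and 5 lower. U3 differed by -1.14 ± 0.51 (adjusted p = 0.313, and 0.0469 with the replicate block). The count was 1 lower and 0 higher (edgeR; 157 at an unadjusted p under 0.05), 16 with DESeq2, 13 with TMM factors, 37 with library totals without rRNA and 15 without the filter. With the replicate number as a block it was 121 (4 higher and 117 lower), and with only the libraries of the contrast 3. The C/D box class had 76 lower with the block, 10, 29 and 10 with TMM factors, totals without rRNA and DESeq2, 9 without the filter and 18 without K562 INPUT replicate 2. The count was 0 without HEK293T INPUT replicate 2, where SNORD65 had -3.74 (adjusted p = 0.079), and 0 without K562 IP replicate 1 (-3.56, adjusted p = 0.0739), 3 without HEK293T INPUT replicate 1, 2 without K562 INPUT replicate 1 and 21 without K562 INPUT replicate 2.

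The same contrast for DKC1 showed smaller gains of H/ACA RNAs, and of some C/D box snoRNAs, in K562 than in HEK293T. The log2 gain in K562 minus that in HEK293T was -2.03 ± 0.54 (SE) for SNORA73, -3.57 ± 0.83 for U8 and -4.40 ± 0.81 for SNORD9 (adjusted p = 0.0113, 0.00599 and 0.000616). SNORA47 was read at 52.01 ± 18.91 RPM (SD, n = 2) in the HEK293T IP and at 0.733 ± 0.0266 in the K562 IP, with 9 and 5 reads and 8 and 17 reads in the inputs. SNORA47 and the next lowest, SNORA11C and SNORD77, were called (adjusted p = 4.18e-06, 0.000101 and 0.0132). The last pair had HEK293T inputs of 2 and 2 reads and of 0 and 0, so that no fold is given. Of the 95 H/ACA box snoRNAs 70 were lower and 0 higher in K562 (87 and 0 adjusted over the list alone; median -2.40), and 26 were lower with TMM factors. Also lower were 12 of 13 H/ACA scaRNAs (12 adjusted over the list alone), 4 of 5 mixed scaRNAs (5 adjusted over the list alone) and 25 of 137 C/D box snoRNAs (29 adjusted over the list alone; median -1.42), a number that was 11 with TMM factors, 36 with totals without rRNA and 53 with DESeq2. H/ACA box snoRNAs lower numbered 10 without HEK293T INPUT replicate 2, 22 and 26 without K562 IP replicate 1 and 2, 29 without K562 INPUT replicate 2 and 32 without HEK293T IP replicate 1. Those of the C/D box class numbered 4 without HEK293T IP replicate 1 or INPUT replicate 2, 6 and 8 without K562 IP replicate 1 and 2, 14 and 10 without K562 INPUT replicate 1 and 2, and 42 without HEK293T IP replicate 2. With the replicate number as a block 88 H/ACA and 69 C/D box snoRNAs were lower. C/D box snoRNAs as a class held 4.49% ± 0.423 of reads (SD, n = 2) in the K562 IP and 2.43% ± 1.36 in the HEK293T IP. In the inputs they held 1.83% ± 0.188 and 0.36% ± 0.14. Their smaller gain in K562 thus came with a higher input share, not with a lower IP share. SNORA73 lost its call in 5 of the 8 fits without 1 library (-2.24 to -1.80), SNORD77 in 4, and U8 without HEK293T IP replicate 1 (-2.79, adjusted p = 0.0573) and without HEK293T INPUT replicate 2 (-3.13, adjusted p = 0.066). The DKC1 K562 libraries read the 432 HEK293T genes at 30.7% of the HEK293T level in their inputs, and their file labels carry another library code series than those of DKC1 in HEK293T, with no meaning given.

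The named features higher in K562 were centromeric repeats in antisense (3.27 ± 0.70) and sense (3.02 ± 0.76), RNU1 (1.64 ± 0.49) and RN7SL (1.57 ± 0.43). RNU1 lost its call in all 8 fits without 1 library (1.47 to 1.84), RN7SL in 6 (1.49 to 1.65) and sense centromeric repeats without HEK293T INPUT replicate 2 (2.87, adjusted p = 0.0559). Of 6 satellites 2 were higher and 0 lower (2 and 0 adjusted over the list alone). Altogether 136 features differed, 10 higher and 126 lower in K562, which turned to 307 (255 higher and 52 lower) with TMM factors and was 271 (95 higher and 176 lower) with DESeq2 and 216 (14 higher and 202 lower) with the replicate block. It was 191 (50 higher and 141 lower) with only the libraries of the contrast, 172 (21 higher and 151 lower) with library totals without rRNA and 130 (5 higher and 125 lower) without the filter. The count fell to 20 without HEK293T INPUT replicate 2, to 39 and 48 without K562 IP replicate 1 and 2, to 50 without HEK293T IP replicate 1 and to 57 without K562 INPUT replicate 2, with 3, 3, 4, 4 and 5 of them higher. It was 105 without INPUT replicate 1 of either line (6 higher without that of K562) and 152 without HEK293T IP replicate 2.

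SNU13 was set against the other C/D proteins in K562 to ask which RNAs set it apart. The log2 IP/input of SNU13 minus the mean of FBL, NOP56 and NOP58 was 4.19 ± 0.55 (SE) for RNU7 and 2.62 ± 0.39 for RN7SK, the 7SK RNA that holds the elongation factor P-TEFb inactive (adjusted p = 6.98e-06 and 4.32e-05). Both were called under each scaling and in all 16 fits without 1 library. Over input in the SNU13 IP RNU7 rose, but RN7SK was not called (0.37 ± 0.33, adjusted p = 0.324), though it was called under the other scalings (1.16 to 1.62). RNU7 also rose in the DKC1 and NOP10 IPs of K562, so its gain set SNU13 apart among the C/D proteins only. RN7SK fell by 2.86 ± 0.35 with FBL, by 2.56 ± 0.35 with NOP56 and by 1.34 ± 0.33 with NOP58, the NOP56 fall not called with DESeq2 size factors and the NOP58 fall under no other scaling. Of 6 other small noncoding RNAs 2 were higher and 0 lower (6 and 0 adjusted over the list alone). C/D and H/ACA box snoRNAs gave 0 calls with edgeR and 0 with DESeq2, against 3 and 2 higher with TMM factors and 2 and 2 with the replicate block. In all 12 features were higher and 0 lower, and 152 higher and 0 lower with TMM factors, 7 higher and 3 lower with library totals without rRNA and 10 higher and 5 lower with DESeq2, and 45 higher and 4 lower with the replicate block. The count was 4, 5 and 7 without SNU13 INPUT replicate 2, IP replicate 1 and INPUT replicate 1, 7 without INPUT replicate 2 of NOP56 or of NOP58, 37 without SNU13 IP replicate 2 and 36 without FBL IP replicate 2.

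U4atac (RNU4ATAC), U4 (RNU4) and tRNA were also higher with SNU13, by 3.83 ± 0.67, 2.64 ± 0.61 and 3.21 ± 0.59 (adjusted p = 0.000481, 0.0183 and 0.000866), with single SNU13 libraries deciding each call. Over input in the SNU13 IP U4atac rose by 2.47 and tRNA by 1.40 (adjusted p = 0.0143), but RNU4 was not called (-0.92 ± 0.51, adjusted p = 0.117) and fell without IP replicate 1 (-1.98, adjusted p = 0.0103) and with the replicate block (-1.14, adjusted p = 0.000627). RNU4 fell by 4.02 ± 0.58 with FBL, by 4.22 ± 0.58 with NOP56 and by 2.42 ± 0.54 with NOP58. U4atac stood at 60.0 ± 41 RPM (SD, n = 2) in the SNU13 IP. Without SNU13 INPUT replicate 2, U4atac had 3.33 (adjusted p = 0.0602), tRNA 2.71 (adjusted p = 0.0878) and U4 2.62 (adjusted p = 0.214). Without SNU13 IP replicate 1, U4 had 1.58 (adjusted p = 0.705) and tRNA 1.84 (adjusted p = 0.29), and tRNA held 0.962% and 0.231% of reads in the IP replicates. U4 also lost its call without SNU13 INPUT replicate 1 (adjusted p = 0.108). Of 9 spliceosomal snRNAs 2 were higher (2 adjusted over the list alone). Reads on 3' untranslated regions were higher by 1.88 ± 0.38 and on coding sequence by 1.35 ± 0.32, calls lost in 2 and in 6 of the 16 fits without 1 library (1.37 to 2.25 and 1.11 to 1.55). Over input in the SNU13 IP neither was called (-0.14 and 0.61, adjusted p = 0.725 and 0.0505), though coding sequence (unique_CDS) was without IP replicate 2 (0.81, adjusted p = 0.0417) and with the replicate block (0.60, adjusted p = 0.0187).

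**Figure D3:**
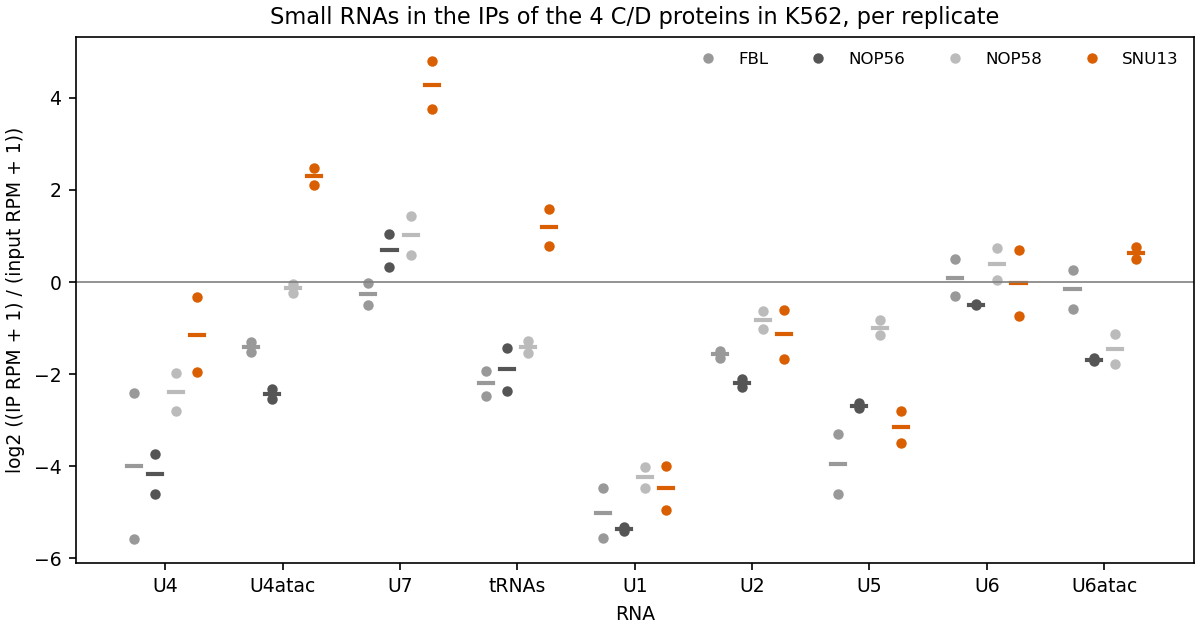
Log2 of (IP RPM + 1) over (input RPM + 1) of small RNAs in the IPs of the 4 C/D proteins in K562; points are the 2 replicates and bars their mean. Fitted differences of SNU13 from the mean of the other 3 were 4.19 for U7, 3.83 for U4atac and 2.64 for U4, the U4 and U4atac calls resting on single SNU13 libraries. Over its input U4 was not called in the SNU13 IP, and it fell in the other 3. U7 also rose in the DKC1 and NOP10 IPs of K562, which are not shown.

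GAR1 was set against DKC1, NHP2 and NOP10 in K562. SNORA7A, an H/ACA box snoRNA, was higher with GAR1 by 3.85 ± 0.61 (SE, log2; adjusted p = 4.77e-06) under every scaling; it stood at 119.7 ± 37.7 RPM (SD, n = 2) in the GAR1 IP and 1.26 in its input, and at 96.62 ± 2.21 in the DKC1 K562 inputs, where the other K562 inputs had 1.26 to 3.21. SNORA12 was higher by 3.26 ± 0.62 (adjusted p = 3.87e-05), but by 1.18 with DESeq2 size factors (adjusted p = 0.131). RNA5S was lower under every scaling (-1.87 ± 0.39, adjusted p = 0.000123), as were RNA5-8S (-1.05 ± 0.35) and RNA28S (-0.77 ± 0.21). RNA28S was not called without DKC1 and NOP10 (-0.49, adjusted p = 0.177), neither of these was called without the filter (adjusted p = 0.13 for RNA5-8S and 0.22 for RNA28S), and RNA5-8S lost its call without GAR1 IP replicate 1 (-0.96, adjusted p = 0.0638) and INPUT replicate 2 (-0.71, adjusted p = 0.142). Distal intron reads were higher by 2.20 ± 0.32, but by 0.06 with DESeq2 size factors (adjusted p = 0.831), and both L1 features were higher (median 3.19; 2 adjusted over the list alone). SNORD116, an orphan C/D box snoRNA, was called (adjusted p = 0.00517) on GAR1 input reads of 0 and 1, lost its call without GAR1 INPUT replicate 1 (adjusted p = 0.0543), and stood at 27.72 RPM in the DKC1 K562 inputs against 0.0314 to 0.52 in other K562 inputs; the unnamed ENST00000589499.1 was called on 2 and 0 input reads.

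In this contrast the balance of higher and lower calls depended on the scaling, over all features and for C/D and H/ACA box snoRNAs. The median of all features was 2.15 with total reads, 1.18 with TMM factors, 0.679 with library totals without rRNA and -0.0133 with DESeq2 size factors. Counts were 733 (712 higher and 21 lower), 452 (411 higher and 41 lower), 346 (280 higher and 66 lower) and 202 (71 higher and 131 lower) in the same order. Here C/D box snoRNAs turned from 42 higher and 0 lower of 137 (27 and 0 adjusted over the list alone) to 0 and 42 with DESeq2 size factors (0 and 5 with TMM factors, 0 and 19 with totals without rRNA), and H/ACA box snoRNAs from 61 higher and 0 lower of 95 (62 and 0 adjusted over the list alone) to 1 and 6 (5 and 0, and 2 and 1). With total reads 20, 16 and 27 C/D box snoRNAs were higher without GAR1 IP replicate 1, GAR1 INPUT replicate 2 and NHP2 INPUT replicate 1, 28 H/ACA box snoRNAs without GAR1 INPUT replicate 2, and 65 C/D and 79 H/ACA box snoRNAs with the replicate block. The DKC1 and NOP10 libraries carry another code series in their file labels than the GAR1 libraries, with no meaning given. Without DKC1, whose K562 inputs read the 432 HEK293T genes at 30.7% of the HEK293T level, 49 H/ACA and 17 C/D box snoRNAs were higher, and without NOP10 as well 2 and 0, with 447 features called.

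For FBL in HepG2 the sample titles and the file labels do not name the same libraries as IP: the library labelled INPUT 1 by title is labelled IP 2 by its file, and that labelled IP 2 is labelled INPUT 1. C/D box snoRNAs held 8.9% and 7.61% of reads in the libraries labelled IP 1 and INPUT 1 by title, and 1.8% and 1.95% in those labelled IP 2 and INPUT 2. Grouped by titles, U3 had a log2 IP/input of -0.11 ± 0.88 (SE) and U8 -0.13 ± 1.23, and 0 of 834 features changed with edgeR (0 at an unadjusted p under 0.05) and 0 with DESeq2 (4 at an unadjusted p under 0.05). With the replicate number as a block 44 features changed in the same grouping, 12 higher and 32 lower (131 at an unadjusted p under 0.05), 10 of the higher being C/D box snoRNAs. By file labels the libraries of each title replicate number are both IP or both input. If those labels hold, the block compares IP with IP and input with input, and its calls cannot show recovery with FBL. Grouped by file labels, SNORD90 rose by 4.05 ± 0.37, SNORD85 by 4.02 ± 0.33, UHG by 3.12 ± 0.25 and U8 by 2.49 ± 0.20, and RNU1 fell by 1.75 ± 0.24 (adjusted p = 0.000243, 0.000227, 0.000227, 0.000227 and 0.000539). Then 132 of 134 C/D box snoRNAs rose and 0 fell (132 and 0 adjusted over the list alone; median 2.9), and 3 of 87 H/ACA box snoRNAs rose and 17 fell (0 and 0 adjusted over the list alone). All 4 C/D scaRNAs, all 5 mixed scaRNAs and all 4 orphan imprinted C/D snoRNAs rose (4, 5 and 4 adjusted over the list alone), and 703 features changed, 183 higher and 520 lower.

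**Figure D4:**
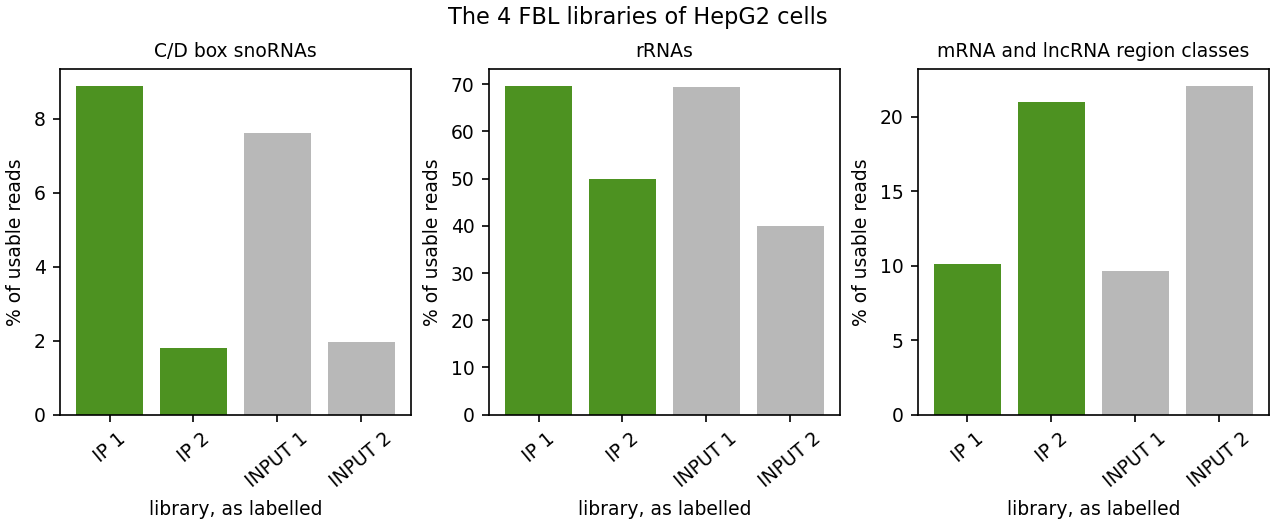
Share of usable reads on RNA classes in the 4 FBL libraries of HepG2, named as in the sample titles; bars are single libraries. C/D box snoRNAs held 8.9% and 7.61% in the libraries labelled IP 1 and INPUT 1 and 1.8% and 1.95% in those labelled IP 2 and INPUT 2.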

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

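The use of tests in this part to weigh explanations was chosen after the result was seen. The fits with other scalings, with proteins as the unit and by file labels, and the H/ACA share test, had been planned. Differences between cell lines under the same contrast were 1 feature for FBL, SNORD65 (-3.96), and 136 features for DKC1, and with the replicate block 121 and 216. Those named for DKC1 were antisense centromeric repeats (3.27), sense centromeric repeats (3.02), RNU1 (1.64), RN7SL (1.57), SNORA47 (-7.12), SNORD9 (-4.40), U8 (-3.57), U13 (-2.35), SNORA73 (-2.03) and RNU2 (-2.18), as log2 gain in K562 minus that in HEK293T. SNORA11C and SNORD77 were lower too (adjusted p = 0.000101 and 0.0132) and had 2 and 2 and 0 and 0 input reads in HEK293T, so no fold is given. RNU1 lost its call in 8 of 8 fits without 1 library (1.47 to 1.84), RN7SL in 6 (1.49 to 1.65), U13 in 6 (-2.91 to -1.48), RNU2 in 6 (-2.71 to -1.35), SNORA73 in 5 (-2.24 to -1.80), SNORD77 in 4 and U8 in 2 (-4.19 to -2.79). SNORD65 was not called without HEK293T INPUT replicate 2 (-3.74, adjusted p = 0.079) or K562 IP replicate 1 (-3.56, adjusted p = 0.0739). A signal outside the tested features was the level of 432 HEK293T genes in the DKC1 K562 inputs, 30.7% of the HEK293T inputs.

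H/ACA box snoRNAs gained less with DKC1 in K562 than in HEK293T (median -2.40). Scaling by total reads was excluded as the whole cause, as 26 of them were still lower with TMM factors and 0 higher. A lower recovery in the IP cannot be told apart from a difference of the inputs: the median level was lower in the K562 IP (-0.707 with total reads, -1.01 with DESeq2 size factors) and higher in its input (1.49, and 0.809 with TMM factors), while inputs of other K562 experiments stood from -0.31 to 1.13 against the same HEK293T input. Material of another cell line could have entered the DKC1 K562 libraries. The 432 genes read in HEK293T inputs stood at 30.7% of the HEK293T level in the DKC1 K562 inputs and at most at 0.764% in the 28 other K562 libraries. The low level in the other K562 inputs was fixed by the choice of these genes. The other K562 IPs were not part of that choice, and each had a median of 0. The 432 genes are not particular to HEK293T, as HepG2 libraries labelled INPUT and IP by title read them at 49.7% and 42.2%. The 136 K562 genes stood at 56.2% of the K562 level in the DKC1 K562 inputs and at 28.5% in the IPs. In the 28 other K562 libraries they stood at 53.9 to 121%. Yet orphan imprinted C/D snoRNAs held 0.00301% ± 0.000192 of reads in the DKC1 K562 inputs (SD, n = 2). They held 1.7e-05% in the DKC1 HEK293T inputs and 1.88e-05 to 0.000122% in other K562 inputs, so HEK293T material alone does not account for both. In HepG2 they held 0.0119% and 0.014% in the libraries labelled IP 2 and INPUT 2 by title, whose file labels share the DKC1 K562 code series. Yet 184 HepG2 genes stood at only 4.86% of the HepG2 level in the DKC1 K562 inputs. Another K562 stock, another line or a library batch (the file labels give these libraries and those of DKC1 in HEK293T different code series) cannot be told apart from the cell line, which stays open and untested as the biological explanation.

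Grouped by titles, the HepG2 libraries gave 0 features with edgeR and DESeq2 without pairing (0 and 4 at an unadjusted p under 0.05) and 44 with the replicate block. By file labels each block holds only IPs or only inputs, so the 44 cannot show recovery with FBL if those labels hold. A mislabelled pair may be the cause of the 0 calls: the difference of the libraries labelled IP 1 and IP 2 correlated over features with that of the libraries labelled INPUT 1 and INPUT 2 at 0.943, against at most 0.431 in the 10 other experiments. Too few libraries to make any call was excluded, as the same 4 libraries grouped by file labels gave 703 features. No biological explanation was tested. The C/D part of snoRNA reads was 93% and 91.2% in the libraries labelled IP 1 and INPUT 1 by title. It was 69.2% and 64% in those labelled IP 2 and INPUT 2. The FBL IPs of HEK293T and K562 had 89.2 to 95.7%, and their inputs 47.4 to 52.6%. These values argue against the titles and go with the file labels. Which of them is wrong is not given in the sources used here.

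C/D box snoRNAs were higher in the IPs of H/ACA proteins. A gain of all small structured RNAs in any IP was excluded, as U1 and 7SL RNA stood at -0.40 or lower in the 8 K562 IPs under each of the 4 scalings, though a gain of snoRNAs alone may contribute, since the median of H/ACA box snoRNAs in the 4 C/D protein IPs of K562, -0.651 to 0.572 with total reads, was 1.44 to 1.91 with DESeq2 size factors, where 51 to 71 of 95 rose; over the 4 scalings they stood 1.67 to 2.51 above all features, and C/D box snoRNAs in the H/ACA protein IPs 4.17 to 6.15. Scaling by total reads was excluded, with at least 120 C/D box snoRNAs higher in each H/ACA protein IP under each other scaling, and so were few reads, with a lowest median of 2.45 over C/D box snoRNAs of at least 10 RPM in both inputs. Contact of C/D and H/ACA snoRNPs in the nucleolus stays open beside a gain of snoRNAs and was not tested.

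For the C/D against H/ACA contrast, 19 of the 35 splits of the 8 proteins into 4 and 4 gave at least 182 features, and the highest of the other splits gave 556, so this count does not exclude chance. What makes other splits call several times more was not tested. The counts rest on the variation between replicates, so a split of proteins that differ in other ways can also make calls. Among snoRNA and scaRNA features alone 5 of 35 splits gave at least 122, with 151 as the highest other, and 3 of the 4 others (128, 144 and 132) exchange 1 protein of each class, so this count does not exclude chance either. For the H/ACA share the classes separated fully with proteins as the unit (exact p = 0.0286, the smallest of 70 regroupings). This p is the lowest the test can give and was not corrected over the share tests, so it argues against chance without excluding it. With proteins as the unit 126 features passed.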

How the results depend on the processing

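Tests on single-name features and on features of at least 10 RPM, the share without U3 and the fits without DKC1 or without DKC1 and NOP10 were chosen after the data were seen. The other alternatives were planned, and all planned ones were run. Other ways of mapping, removing duplicates or counting were not run, as the analysis began from deposited counts. Of the named results, 4338 kept their call or its absence in fits without 1 library, 182 lost the call and 36 gained one, with none reversed. None reversed either on single-name features (516 kept, 1 lost, 4 gained), on features of at least 10 RPM (496, 0 and 4), without the filter (500, 20 and 1), with only the libraries of the contrast (469, 8 and 17), with proteins as the unit (31, 8 and 0), without DKC1 (60, 5 and 5) or without DKC1 and NOP10 (48, 14 and 8). With an estimated correlation 9 list results kept their call or its absence and 4 lost the call, leaving 2 lists called where the preset gave 6. A fit without 1 library leaves a group with 1 sample, which is assumed to vary like the other groups.

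On fewer features the counts of the IPs outside HepG2, of GAR1 against its class and of C/D against H/ACA (147 on single-name features and 151 on features of at least 10 RPM) were lower, and those of the other contrasts moved little: DKC1 between lines had 139 on single-name features and 145 on features of at least 10 RPM, FBL between lines 1 in both, and SNU13 against its class 10 and 12. On single-name features they were 289 for FBL in HEK293T, 310 for FBL in K562, 323 for NOP56, 294 for NOP58, 275 for SNU13, 378 for DKC1 in HEK293T, 355 for DKC1 in K562, 281 for GAR1, 373 for NHP2, 367 for NOP10 and 237 for GAR1 against its class. On features of at least 10 RPM they were 340 for FBL in HEK293T, 348 for FBL in K562, 393 for NOP56, 345 for NOP58, 235 for SNU13, 463 for DKC1 in HEK293T, 440 for DKC1 in K562, 275 for GAR1, 362 for NHP2, 394 for NOP10 and 299 for GAR1 against its class. Without DKC1 and NOP10 the count was 447 for GAR1 against its class. With only the libraries of the contrast it was 3 for FBL between lines and with no filter 15 for FBL between lines; the cause was not tested. In fits without 1 library the counts ranged from 0 to 21 for FBL between lines, from 20 to 152 for DKC1 between lines and from 4 to 37 for SNU13 against its class.

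The replicate block was not part of the fit used. It pairs IP and input of the same replicate number. In a check made after the data were seen, the differences of replicates in IP and input correlated above 0.1 in 5 of the 10 experiments outside HepG2 over all tested features (range over the 10 from 0.0473 to 0.431), and in all 10 over single-name features (0.219 to 0.671). All 10 were positive over either set of features, which goes with pairing by number. Their size depends on the features used, so the check alone does not settle whether the numbers pair the samples. If they do, the counts with the block apply in place of those without it. The sample titles give IP and input of an experiment the same biological replicate numbers, and say nothing further on pairing. The share tests do pair by these numbers, and without pairing both kept their result. With the block 490 named results kept their call or its absence, 44 gained a call and 0 lost it. The counts with it were 121 for FBL between lines, 216 for DKC1 between lines, 49 for SNU13 against its class and 44 for FBL in HepG2. The cause was not tested. By file labels each HepG2 block holds only IPs or only inputs, so the 44 cannot show recovery with FBL if those labels hold.

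With TMM factors 461 named results kept their call or its absence, 33 lost the call, 34 gained one and 6 reversed. The counts were 13 for FBL between lines, 307 for DKC1 between lines, 152 for SNU13 against its class and 452 for GAR1 against its class. Reversed values follow, as log2 values. For SNU13 they were RNA28S 0.78 and 3' untranslated regions 0.79. For NOP10 they were RNA45S 0.91 and coding sequence 0.28. For GAR1 against its class they were coding sequence -0.26 and 3' untranslated regions -0.078. The cause was not tested.

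With library totals without rRNA 424 named results kept their call or its absence, 38 lost the call, 34 gained one and 25 reversed. The counts were 812 for GAR1, 5.6e+02 (426 higher and 136 lower) for C/D against H/ACA, 37 for FBL between lines and 346 for GAR1 against its class, and the C/D share difference was 1.56 (exact p = 0.0286), against 0.98 without GAR1 (exact p = 0.0286) on the share of all reads. The cause was not tested. Reversed values were as listed next. For FBL in HEK293T they were SNORA73 0.0309 and coding sequence 0.84. For FBL in K562 this was coding sequence 0.21. For NOP56 they were RNU6 0.94, RNA5S 0.32 and coding sequence 0.29. For NOP58 they were RNU5 0.25, coding sequence 0.94 and proximal introns 0.12. For GAR1 they were RN7SK -0.73, coding sequence -0.72, distal introns -0.89 and proximal introns -0.69. For NOP10 they were RNA45S 0.81 and coding sequence 0.18. For C/D against H/ACA they were RN7SK 0.67, coding sequence 0.84, 3' untranslated regions 0.55, distal introns 0.56 and proximal introns 0.64. For GAR1 against its class they were U3 -0.0572, RNU1 -0.21, RN7SL -0.92, coding sequence -0.80 and 3' untranslated regions -0.60.

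With DESeq2 and its size factors 378 named results kept their call or its absence, 38 lost the call, 44 gained one and 61 reversed. The counts were 604 for FBL in HEK293T, 498 for FBL in K562, 484 for NOP56, 488 for SNU13, 680 for GAR1, 402 for C/D against H/ACA, 16 for FBL between lines, 271 for DKC1 between lines and 202 for GAR1 against its class; the cause was not tested. Reversed values were as listed next. For FBL in HEK293T they were SNORA73 0.58, RNU2 1.18, RNU6 1.33, RN7SK 0.0306, coding sequence 1.39 and 3' untranslated regions 0.27. For FBL in K562 they were SNORA73 0.26, RNU2 0.51, RNU4ATAC 0.57, coding sequence 1.12 and proximal introns 0.10. For NOP56 they were RNU6 1.64, RNU6ATAC 0.36, RNA5S 1.02, coding sequence 0.99 and proximal introns 0.0839. For NOP58 they were RNU5 0.32, RNU4ATAC 1.18, RN7SK 0.00227, coding sequence 1.02 and proximal introns 0.19. For SNU13 they were SNORA73 0.26, RNU6 1.20, RNA28S 1.08, 3' untranslated regions 1.08 and proximal introns 0.66. For DKC1 in HEK293T this was coding sequence 0.51. For DKC1 in K562 they were RNU6 1.17, coding sequence 0.87, 3' untranslated regions 0.17 and proximal introns 0.0174. For GAR1 this was distal introns -0.49. For NHP2 they were RNU5 0.0986, RNU6ATAC 1.58, RNA28S 1.35, RNA45S 1.43, coding sequence 1.22, 3' untranslated regions 0.33 and proximal introns 0.19. For NOP10 they were RNU2 1.99, RNU6 0.41, RNA45S 1.88, coding sequence 1.25 and 3' untranslated regions 0.0965. For C/D against H/ACA they were coding sequence 0.49 and distal introns 0.22. For GAR1 against its class they were U3 -0.73, U8 -0.14, U13 -0.0673, SNORD14A -0.37, SNORD14C -0.32, SNORD14D -0.0112, SNORA73 -0.23, RNU1 -0.86, RNU6 -0.57, RN7SK -0.0692, RN7SL -1.55, RNA45S -1.45, coding sequence -1.44, 3' untranslated regions -1.24 and proximal introns -0.33.

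With HepG2 grouped by file labels 7 named results kept their call or its absence, 14 gained a call and 6 reversed, and the count was 703. For FBL in HepG2 they were U3 1.38, U8 2.49, RN7SK -0.63, RNA5S -1.21, RNA28S 0.61 and 3' untranslated regions -1.01. These changes come with the regrouping of the same libraries. Whether titles or file labels are wrong is not given in the sources used here, though the C/D part of snoRNA reads goes with the file labels. On simulated data 25.3% and 24.2% of 4-fold changes were recovered in the contrasts between cell lines for FBL and DKC1.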

Other observations

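In HepG2, read as values only, the 432 HEK293T genes stood at a median of 49.7% of the HEK293T level in the libraries labelled INPUT and 42.2% in those labelled IP, and 136 K562 genes at 3.1% and 2.55% of the K562 level. In the DKC1 K562 inputs the 136 K562 genes stood at 56.2% and 184 HepG2 genes at 4.86%.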
